A study of Mus musculus with 12 samples. Its data were reported in "BMAL1 modulates senescence programming via AP-1" (2023).

How the data were processed

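RNA-seq was analysed from 12 libraries of mouse adult fibroblasts (MAFs), primary cells grown from ear tissue of wild-type (WT) mice and of mice lacking Bmal1 (KO). Cells of each genotype were either sham irradiated (control) or exposed to 20 Gy of X-rays and kept until senescent. All cultures were synchronised with 100 nM dexamethasone, a glucocorticoid that resets the circadian clock, and collected 12 h later. The 4 groups held 3 libraries each, and every library was placed in its group from its deposited description.

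The deposited values were raw counts, 1 whole number per gene and library, which the authors made as follows. Poly(A) RNA was converted to libraries with a NEBNext Ultra II kit and sequenced as paired reads on an Illumina HiSeq. Reads were trimmed with Trimmomatic and mapped with STAR to the GRCm38 mouse genome from Ensembl, and featureCounts assigned uniquely mapped reads that overlapped exons to genes. The authors' description gives neither the use of strand in counting nor the annotation release. Counts of genes whose exons overlap another gene are therefore uncertain, and so are counts of genes with near-identical copies, because reads that map to more than 1 place were dropped. Removing such reads lowers the count of every gene with copies, and a sequence difference between mouse strains can move reads between a gene and its copy. In the study, differential expression was computed with DESeq2 from these counts.

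The counts were deposited as 2 tables, 1 per genotype, with the same 49315 gene identifiers. Of these identifiers, 48970 were matched to a symbol and 49056 to coordinates in a GENCODE annotation of GRCm38. All columns were assigned to a library. Because each table held 1 genotype, a difference in handling between the tables and a difference between genotypes cannot be told apart in any comparison of KO with WT. A shift common to all libraries of a genotype cancels in the interaction.

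Total counts ranged from 23923030 to 31736083 per library. At these depths 3 counts, used as the detection floor, equalled 0.0945 to 0.125 CPM, where CPM is the count of a gene per 1e6 counts of the library. Floors and replicate spreads cover counting error and the variation between these libraries only, because the reads carried no molecular identifiers and PCR copies are not independent molecules. CPM values were computed on totals scaled by the trimmed mean of M-values (TMM) and are given as mean ± SD of 3 libraries. The median coefficient of variation within groups was 9.06%.

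Tests were run in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept by filterByExpr over the 4 groups, which left 17416. TMM factors, robust dispersions and a robust quasi-likelihood (QL) fit were computed over all 12 libraries with 1 mean per group, so that the groups shared 1 estimate of the spread. For 5 comparisons, edgeR's QL F-test gave a p-value per gene, adjusted by the Benjamini-Hochberg method over all genes tested. These were senescent against control within WT, senescent against control within KO, the interaction (the KO senescence log2 fold change less the WT one), KO against WT control cells and KO against WT senescent cells. A gene was called where its adjusted p was under 0.05 and its log2 fold change was over 1 in size, the thresholds the study's methods state, and such genes are termed DEGs here. The standard error (SE) of a log2 fold change was its absolute value divided by the square root of F. Every adjusted p given for a gene comes from this test unless another is named.

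Genes were named by a rule. It took a fixed panel of 25 genes (the targeted gene, Cdkn2a, Cdkn1a, Lmnb1, Mki67, Nr1d1, Per2, Cry1, Jun, Bcl2, Bcl2l1, Bcl2l2 and the 13 genes that the study names as changed in KO senescent cells only). To these it added, for each comparison and direction, the 3 called genes with the largest change among those with a mean of at least 5 CPM and, in the comparisons of a pair of groups, no overlap between libraries. A gene that the rule gave is not reported here and was not replaced by the next in rank, nor is a called gene of a list named. The rule, the gene lists, the tests, the thresholds and all alternatives but 1 were fixed before the data were examined. The alternative added after seeing the data fitted splines of transcript GC content and exon length as offsets for each library.

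The lists were the panel, the study's 13 text genes, its 70 AP-1 targets changed in KO only, 41 cell cycle genes, 55 genes of the senescence-associated secretory phenotype (SASP), 18 clock genes, 13 AP-1 subunits and relatives, 8 pro-survival and 11 pro-apoptotic BCL-2 family genes, 4 Y-linked genes, Xist, 12 interferon-response genes, and markers of keratinocytes, chondrocytes, macrophages, melanocytes, skeletal muscle, endothelium, adipocytes and myofibroblasts. The cell cycle and SASP lists were tested with limma's camera on log2 CPM with a prior count of 2 and a preset correlation of 0.01, and p-values were adjusted over these 6 tests.

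Other settings were DESeq2 1.42.0 with its Wald test, DESeq2 size factors in edgeR, no filter on low counts, a filter of at least 10 counts in every library of at least 1 group, a replicate block within each genotype, each genotype fitted alone, an adjusted p under 0.00001 (the P criteria in the study's results and methods differ), no fold change threshold, glmTreat against a log2 fold change of 1, fry and camera with the correlation estimated, and leaving out each library in turn. The QL test and camera were run on simulated data in which 200 well counted genes were changed by known amounts, all past the fold change threshold. The QL test recovered 194 to 199 of them, with 2 to 5 false calls per comparison. Recovery of genes with low counts and of changes near the threshold was not tested.

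No replicates were merged. The replicate pairs of each group differed by a chi-square of 3.21 to 19.7 per gene, more than sampling noise gives, so no library was a second copy of another. The study's chromatin immunoprecipitation and its other RNA-seq were not analysed here.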

Results

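The data were gene counts from 12 RNA-seq libraries of MAFs, with 3 libraries each of WT control, WT senescent, KO control and KO senescent cells. BMAL1 is a transcription factor of the circadian clock, and the annotation lists its gene as Arntl. Total counts were 25727999, 25523039 and 23923030 in WT control replicates 1 to 3, 27407012, 27719795 and 24341776 in WT senescent cells, 26630572, 31736083 and 24742546 in KO control cells and 24887357, 27143439 and 28185412 in KO senescent cells. The 10 most counted genes took 8.13% to 10.4% of each library, and 22481 to 26043 genes had at least 1 count. TMM factors were 0.926 to 0.967 in control libraries and 1.04 to 1.07 in senescent libraries.

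Arntl (ENSMUSG00000055116, GRCm38 chromosome 7, 113207465 to 113314126, plus strand) was measured first, as the targeted gene. Its level was 29.8, 31.6 and 33.2 CPM in WT control replicates 1 to 3, 37.3, 35.8 and 35.2 CPM in WT senescent cells, 15.2, 11.8 and 12.5 CPM in KO control cells and 27, 25.3 and 27.4 CPM in KO senescent cells. Every KO library was below every WT library, so the counts did not contradict the genotypes given for the libraries, but reads of Arntl were counted in all KO libraries. The log2 fold change of KO against WT was −1.26 (SE 0.09, QL adjusted p 2e-09) in control cells and −0.44 (SE 0.08, QL adjusted p 0.000329) in senescent cells. With senescence Arntl changed by 0.20 in WT cells (SE 0.08, QL adjusted p 0.0415) and by 1.02 in KO cells (SE 0.09, QL adjusted p 1.96e-09). The WT change lost significance without each of the WT libraries except control replicate 3, with the highest QL adjusted p, 0.175, without WT control replicate 1. With all libraries it was also lost under DESeq2 (adjusted p 0.0614) and with DESeq2 size factors (0.0543). The KO change was 0.93 without KO control replicate 2 and also under 1 without KO control replicate 3 or KO senescent replicate 3. The exons of Arntl overlap 1 other annotated gene.

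In a principal component analysis of log2 CPM, component 1 held 63.8% of the variance and separated senescent from control libraries of both genotypes. Component 2 held 9.95% and component 3 held 6.41%. Component 4 (4.57%) set WT control replicate 3 apart, at a score of 45. Correlations of log2 CPM across genes between replicates were 0.990 to 0.997. Genes are not independent replicates, so these values only describe the likeness of the libraries.

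**Figure D1:**
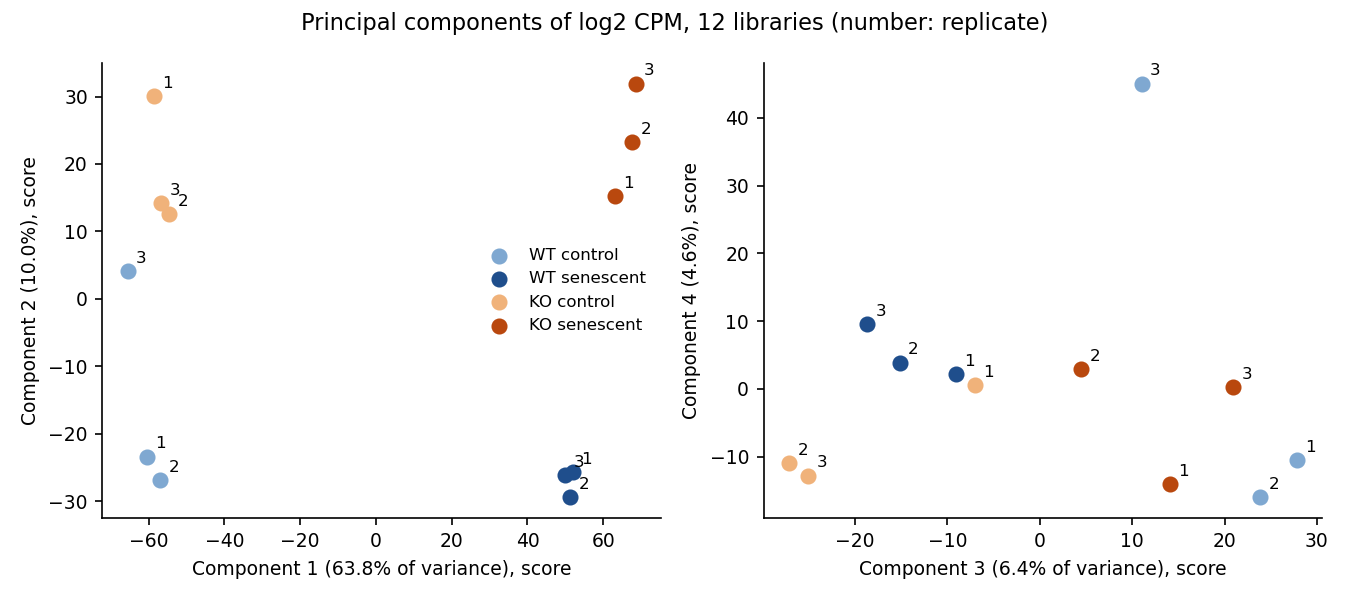
Principal component scores of the 12 libraries, components 1 and 2 on the left and 3 and 4 on the right, with the share of variance on each axis and 1 point per library. Senescent and control libraries separated on component 1 (63.8%), and WT control replicate 3 lay apart on component 4.

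The senescence response of WT cells was examined first, to establish the programme in the presence of BMAL1. Between WT senescent and WT control cells, 3039 DEGs were called, of which 2012 were higher and 1027 lower in senescent cells. Without the fold change threshold the counts were 5093 and 4702, the largest move in number of genes of any alternative tried. The highest increases by rule were those of Wif1 (ENSMUSG00000020218, chromosome 10, 121033960 to 121100650), from 0.476 ± 0.226 to 16.5 ± 2.12 CPM (SD, n = 3), Cyp1a1 (ENSMUSG00000032315, chromosome 9, 57687928 to 57703824), from 0.348 ± 0.127 to 12.1 ± 1.04 CPM, and Iigp1 (ENSMUSG00000054072, chromosome 18, 60376027 to 60392634), from 0.508 ± 0.434 to 15.6 ± 5.54 CPM. Their log2 fold changes were 5.10 (SE 0.22, QL adjusted p 3.52e-14), 5.09 (SE 0.21, QL adjusted p 1.72e-14) and 4.91 (SE 0.74, QL adjusted p 0.000434). The largest decreases by rule were those of 1520401A03Rik (ENSMUSG00000043747, chromosome 17, 23704488 to 23722783), from 401 ± 85.2 to 22.1 ± 1.02 CPM, E2f7 (ENSMUSG00000020185, chromosome 10, 110745439 to 110787384), from 51.3 ± 7.28 to 3.45 ± 0.0856 CPM, and Sapcd2 (ENSMUSG00000026955, chromosome 2, 25372321 to 25378213), from 10.1 ± 0.858 to 0.678 ± 0.239 CPM. These fell by 4.18 (SE 0.24, QL adjusted p 4.41e-07), 3.89 (SE 0.12, QL adjusted p 3.87e-16) and 3.88 (SE 0.29, QL adjusted p 3.71e-09) on the log2 scale.

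The same comparison in KO cells asked how the programme runs without BMAL1. Between KO senescent and KO control cells, 3278 DEGs were called, 1957 higher and 1321 lower. Ces2e (ENSMUSG00000031886, chromosome 8, 104926260 to 104934672) rose from 0.138 ± 0.0454 to 17.2 ± 2.20 CPM, a log2 fold change of 6.89 (SE 0.22, QL adjusted p 5.09e-16), and Cyp1a1 from 0.116 ± 0.0392 to 9.95 ± 0.192 CPM, a log2 fold change of 6.37 (SE 0.25, QL adjusted p 6.94e-15). Gm26870 (ENSMUSG00000097312, a lincRNA on chromosome 9, 3000282 to 3038313) changed by 6.62 (SE 0.68, QL adjusted p 1.97e-05), from 0.154 ± 0.186 to 15.6 ± 5.23 CPM, but its exons overlap 6 other genes and its count is uncertain. The largest decreases by rule were in Matn3 (ENSMUSG00000020583, chromosome 12, 8947929 to 8972028), from 17.9 ± 5.4 to 0.270 ± 0.171 CPM, in Cnmd (ENSMUSG00000022025, chromosome 14, 79637690 to 79662170), from 239 ± 62.7 to 5.79 ± 0.901 CPM, and again in 1520401A03Rik, from 232 ± 61.0 to 7 ± 0.333 CPM. They fell by 6.06 (SE 0.40, QL adjusted p 8.86e-08), 5.37 (SE 0.27, QL adjusted p 1.76e-07) and 5.05 (SE 0.26, QL adjusted p 2.42e-07).

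Markers of senescence were compared in both genotypes. Cdkn1a, which encodes p21 (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727), rose from 165 ± 12.9 to 621 ± 19.5 CPM in WT cells and from 221 ± 15.4 to 682 ± 38.7 CPM in KO cells, and its log2 fold changes were 1.92 (SE 0.06, QL adjusted p 1.19e-15) and 1.63 (SE 0.06, QL adjusted p 7.62e-15). The difference between them was −0.29 (SE 0.09, QL adjusted p 0.0234) and was no longer significant without WT control replicate 1 or 2, WT senescent replicate 3 or KO senescent replicate 1, with QL adjusted p-values of up to 0.0703. Cdkn2a, which encodes p16 (ENSMUSG00000044303, chromosome 4, 89274471 to 89294653), was at 3.45 ± 0.867 CPM in WT control and 3.19 ± 0.515 CPM in WT senescent cells (log2 fold change −0.11, SE 0.23, QL adjusted p 0.723). In KO cells it went from 3.93 ± 0.715 to 9.41 ± 2.77 CPM (1.26, SE 0.22, QL adjusted p 5.05e-05), and the interaction was 1.36 (SE 0.32, QL adjusted p 0.00473). Without KO senescent replicate 3 the KO change of Cdkn2a was 1.00, just under the threshold, and without WT control replicate 3 its WT change was 0.06. The study reported a rise of p16INK4a expression by qPCR in senescent cells of both genotypes, which the WT counts of Cdkn2a do not show. Counts per gene add all transcripts of Cdkn2a, so they are not a measure of p16 alone. Lmnb1 (ENSMUSG00000024590, chromosome 18, 56707813 to 56753424) fell by 3.20 in WT and by 3.30 in KO cells, and the proliferation marker Mki67 (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361) by 3.70 and 4.46, with QL adjusted p-values of 6.99e-13, 4.69e-13, 6.79e-07 and 2.48e-07. Neither response differed significantly between genotypes, with QL adjusted p-values of 0.68 and 0.112 for the interaction, although Mki67 was lower in KO than in WT senescent cells (−0.79, SE 0.22, QL adjusted p 0.0324) and its interaction became significant without KO senescent replicate 1 (0.0366) or without KO senescent replicate 3 (0.0303).

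**Figure D2:**
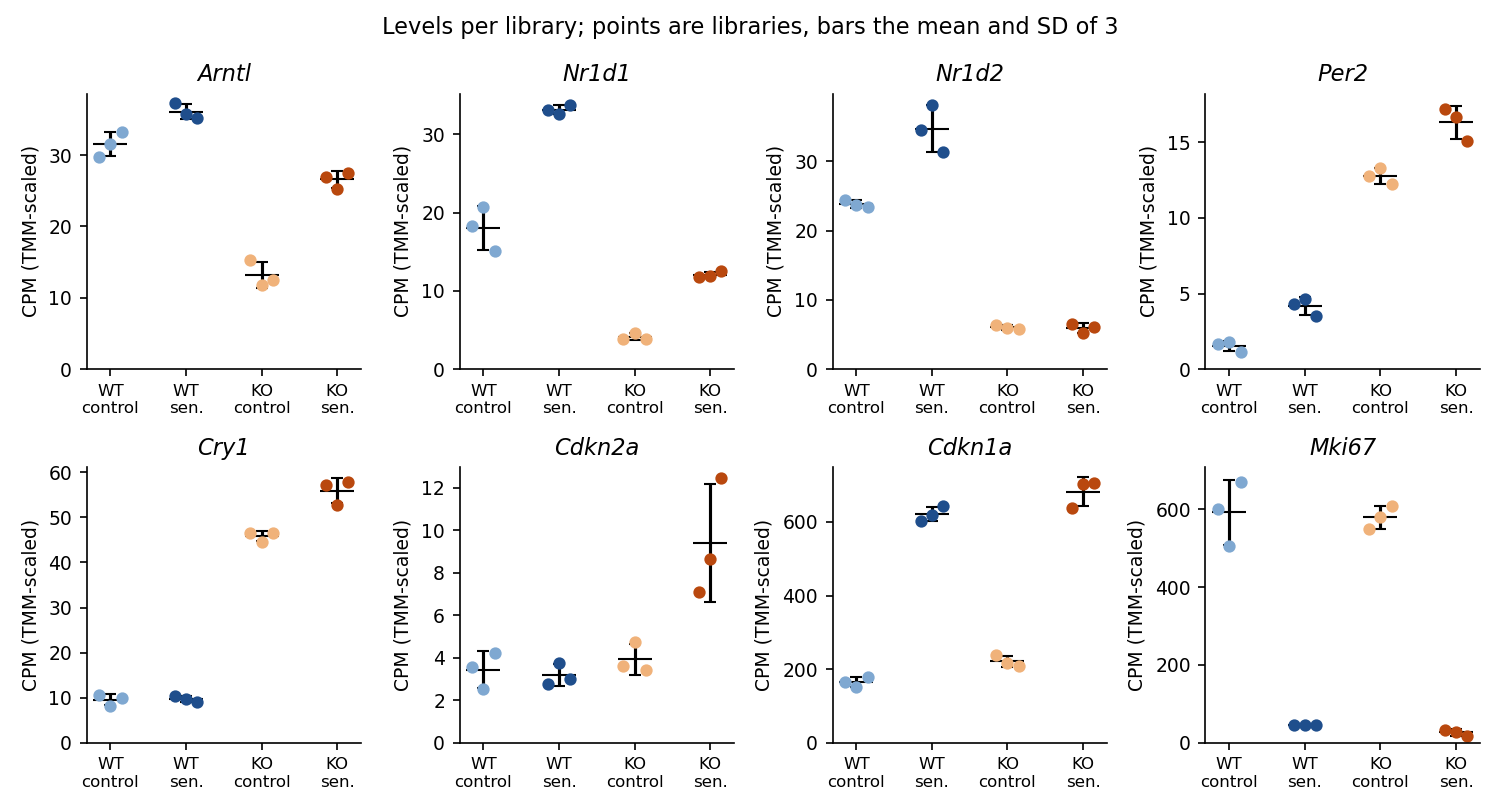
CPM of Arntl, Nr1d1, Nr1d2, Per2, Cry1, Cdkn2a, Cdkn1a and Mki67 in the 4 groups, with 1 point per library, the mean and SD bars over 3 libraries. Arntl was lower in every KO library than in every WT library, and Cdkn2a was highest in KO senescent cells at 9.41 ± 2.77 CPM.

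All 41 cell cycle genes were lower in senescent cells of both genotypes, with a median log2 fold change of −2.79 in WT and −3.37 in KO cells. All 41 passed an adjusted p under 0.05, over all genes and adjusted over the list alone, and 40 were called in each genotype, all but E2f1, a gene outside the naming rule that was chosen after its values were seen. Camera gave an adjusted p of 1.83e-27 in both. The fall was larger in KO cells, with a median interaction of −0.54 (camera adjusted p 4.32e-08) and 22 genes past the QL threshold over all genes, 27 adjusted over the list alone, none of them past the fold change threshold. Of the 55 SASP genes, 51 were tested. Their median log2 fold change was 0.41 in WT cells, where 41 passed (41 adjusted over the list alone) and 19 were called, 18 of them higher and 1, Angptl4, lower. In KO cells it was 0.70, with 45 (45 adjusted over the list alone) and 22 called, 18 higher and 4 lower (Il6, Igfbp5, Hgf and Wnt16). Camera gave an adjusted p of 0.00156 for each. The SASP interaction had a median of −0.0011 (camera adjusted p 0.72) but 25 single genes passed (28 adjusted over the list alone), and 8 were called, 4 higher in KO cells, among them Mmp9, Lif and Ereg, and 4 lower, Cxcl12, Gdf15, Hgf and Wnt16, all names chosen after their values were seen. In 3 tested SASP genes a group was at the floor, and the medians were the same with these at their bound. Under fry all 5 significant camera results held, with adjusted p-values of at most 0.0171. None of them held with the correlation estimated, the alternative that moved them most, at an adjusted p of 0.06 for the 4 senescence tests and 0.255 for the cell cycle interaction.

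How far the genotypes shared the response was counted next. Of the DEGs, 1332 were higher and 716 lower in both genotypes, and 2 went in opposite directions (Adamts15, a panel gene, and Skap1, named after its values were seen). The genes called in KO cells and not in the same direction in WT cells, termed KO-only, numbered 1230, and those called in WT cells and not in the same direction in KO cells, termed WT-only, numbered 991, and both counts include the 2 with opposite directions. Among the 4267 genes called in either genotype, 93.0% changed in the same direction in both, and across these genes the log2 fold changes had a Pearson r of 0.853 (0.816 over all genes tested). These values are across genes, which are not independent replicates, and the comparisons shared no library. Being called in 1 genotype does not show a difference between them. Of the 1230 KO-only genes, 1041 (84.6%) were changed in the same direction in WT cells, 449 of these with a QL adjusted p under 0.05 in WT cells too, and 468 (38%) had a significant interaction. Of the 991 WT-only genes, 879 (88.7%) changed in the same direction in KO cells and 318 (32.1%) had a significant interaction.

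The interaction tested directly whether the senescence response depended on genotype. It called 637 genes, 200 with a higher and 437 with a lower fold change in KO cells, and 3639 passed the adjusted p alone. The alternative that moved these counts most in number of genes was to drop the fold change threshold, with 1609 and 2030, and the one that moved them most as a ratio was glmTreat against a log2 fold change of 1, with 5 and 15. Without WT control replicate 3, the library set apart on component 4, 346 genes were higher. Leaving out KO control replicate 2 gave the lowest counts, 134 higher and 337 lower. Of the 200 higher genes, 119 were called in KO cells only, 18 in WT cells only, 41 in both in either direction and 22 in neither, and of the 437 lower genes these counts were 155, 121, 82 and 79. The fitted changes had opposite signs in the genotypes for 80 of the higher and 197 of the lower genes.

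Among called genes with a mean of at least 5 CPM, the limit of the naming rule, Ces2e had the largest positive interaction, 2.94 (SE 0.37, QL adjusted p 2.45e-05). In WT cells it went from 0.695 ± 0.0943 to 10.8 ± 0.902 CPM. Adcyap1r1 (ENSMUSG00000029778, chromosome 6, 55451978 to 55501451) was at 4.52 ± 0.655 and 4.97 ± 0.881 CPM in WT control and senescent cells and at 2.70 ± 0.649 and 17.1 ± 2.85 CPM in KO cells, an interaction of 2.52 (SE 0.25, QL adjusted p 2.22e-06). Among genes of at least 5 CPM on average, the most negative interactions were those of Cldn19 (ENSMUSG00000066058, chromosome 4, 119255414 to 119262438), Lrrc17 (ENSMUSG00000039883, chromosome 5, 21543559 to 21575904) and Megf6 (ENSMUSG00000057751, chromosome 4, 154170730 to 154275713), at −3.28 (SE 0.43, QL adjusted p 0.000199), −2.62 (SE 0.37, QL adjusted p 0.00096) and −2.56 (SE 0.31, QL adjusted p 0.000444). Cldn19 fell from 10.4 ± 0.685 to 3.45 ± 0.736 CPM in WT and from 15.9 ± 4.84 to 0.551 ± 0.358 CPM in KO cells. Lrrc17 was at 13.2 ± 3.66 and 11.2 ± 0.838 CPM in WT and went from 27.2 ± 7.23 to 3.74 ± 0.945 CPM in KO cells, and Megf6 fell from 23.1 ± 4.15 to 12.5 ± 1.94 CPM in WT and from 51.5 ± 9.74 to 4.75 ± 1.31 CPM in KO cells. The exons of Cldn19 and Lrrc17 overlap 1 other gene each.

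**Figure D3:**
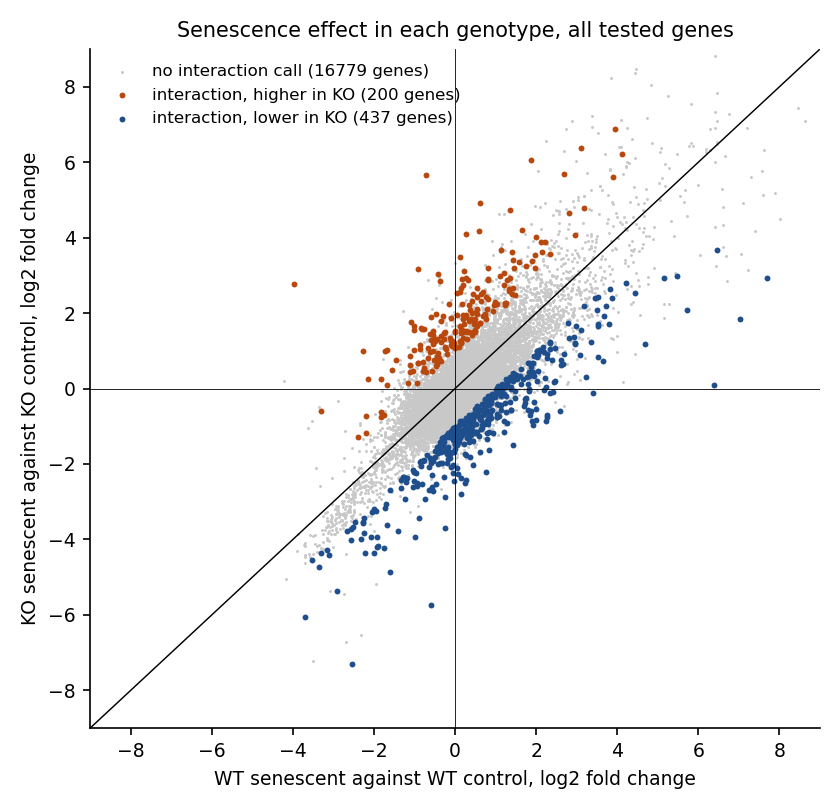
Senescence log2 fold change in KO cells against that in WT cells, 1 point for each of 17416 genes, with the genes called in the interaction in colour. Most genes lay along the diagonal, 200 called genes lay above it and 437 below it.

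The study named 13 genes as changed in KO senescent cells only, from these same libraries, so their behaviour here is not independent evidence. All 13 were called in KO cells in the direction named, and 12 were not called in that direction in WT cells. The exception was Pou3f1 (ENSMUSG00000090125, chromosome 4, 124656807 to 124660655), at a WT log2 fold change of 1.51 (SE 0.59, QL adjusted p 0.0356), which rested on 0.123 ± 0.0673 and 0.366 ± 0.121 CPM and lost significance without WT control replicate 1 or 3 or WT senescent replicate 1 or 3 (QL adjusted p up to 0.125) and, with all libraries, with transcript GC and exon length offsets (0.0673). In WT cells, 9 of the 13 were changed in the same direction, 8 of them with a QL adjusted p under 0.05. A significant interaction was found for 9 of the 13 over all genes and for 9 adjusted over the list alone, and 5 of these passed the fold change threshold. Among genes higher in KO senescent cells, the interaction was 0.33 (SE 0.10, QL adjusted p 0.0224) for Tlr4, 0.68 (SE 0.15, QL adjusted p 0.0079) for Csf1 and 2.5 (SE 0.77, QL adjusted p 0.025) for Pou4f1, and it was not significant for Tnfrsf26 (0.13), Pou3f1 (0.206) or Alox12 (0.305). That of Pou4f1 was lost without WT control replicate 1 or 2, WT senescent replicate 2, KO control replicate 2 or 3 or KO senescent replicate 1 (QL adjusted p up to 0.0782), at group means of 0.169 to 0.647 CPM. That of Tlr4 was lost without WT control replicate 3, WT senescent replicate 3, KO control replicate 1 or KO senescent replicate 1 (up to 0.0642). That of Tnfrsf26 became significant without KO control replicate 1 (2.63e-05) and, with all libraries, under the replicate block within each genotype (0.0285).

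Among the 7 genes lower in KO senescent cells, the interaction was significant for 6, and Mmp17 was the exception (−0.38, SE 0.35, QL adjusted p 0.486). The values were −1.38 for Sox9, −0.70 for Smoc1, −1.68 for Smoc2, −0.68 for Mmp23, −1.40 for Adamts9 and −2.94 for Adamts15, with QL adjusted p-values of 7.73e-06 to 0.000507. Adamts15 (ENSMUSG00000033453, chromosome 9, 30899155 to 30922452) rose in WT cells from 0.902 ± 0.206 to 2.45 ± 0.313 CPM and fell in KO cells from 1.98 ± 0.565 to 0.697 ± 0.229 CPM. Smoc2 (ENSMUSG00000023886, chromosome 17, 14279506 to 14404790) went from 192 ± 18.7 to 271 ± 17.8 CPM in WT and from 192 ± 20.9 to 84.2 ± 14.1 CPM in KO cells. Calls close to the fold change threshold moved with single libraries. The KO log2 fold change was 0.94 for Tlr4 without KO control replicate 1 and just under 1 without KO senescent replicate 1. That of Tnfrsf26 was 0.89 without KO control replicate 2 and also under 1 without KO control replicate 3 or KO senescent replicate 3. Without KO senescent replicate 3 it was −0.98 for Mmp17 and −0.84 for Adamts9, and that of Adamts9 was also under 1 in size without KO control replicate 2. With all libraries kept, the KO change of Adamts9 ranged from −1.04 to −0.97 under the other settings. The KO change of Alox12 was no longer significant without KO control replicate 1 (QL adjusted p 0.0603), KO senescent replicate 2 (0.0553) or KO senescent replicate 3 (0.0535). The WT change of Mmp17 was not significant without WT control replicate 3 (0.0608) or WT senescent replicate 1 (0.0563) and passed 1 in size, at −1.02, without WT senescent replicate 3, and that of Sox9 lost significance without WT control replicate 2 (0.0781) or WT senescent replicate 1 (0.074). The WT change of Adamts9 (QL adjusted p 0.0603) became significant without WT control replicate 2, KO control replicate 1 or KO senescent replicate 2 or 3 (0.0133 at the lowest) and with transcript GC and exon length offsets (0.0121), and that of Tnfrsf26 (0.0457) lost significance in 9 of the 12 fits that left out 1 library, with a QL adjusted p of 0.141 without WT control replicate 2, and with DESeq2 size factors (0.0506).

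**Figure D4:**
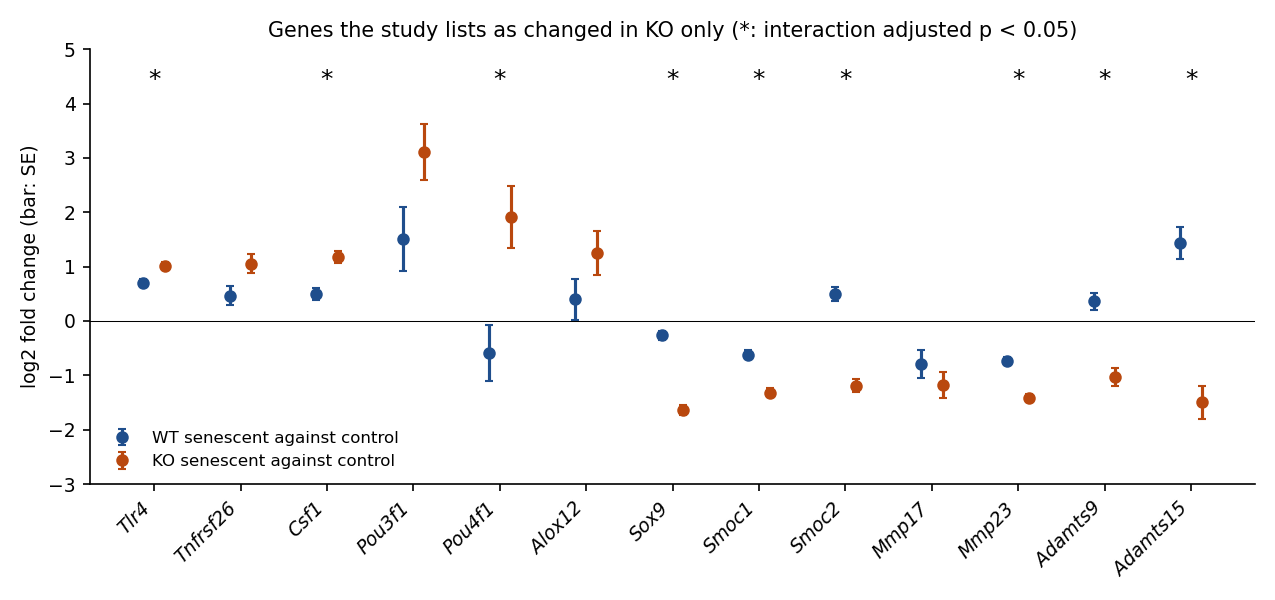
Senescence log2 fold change with its SE in WT and KO cells for the 13 genes the study names as changed in KO senescent cells only, with an asterisk where the interaction had a QL adjusted p under 0.05. The interaction was significant for 9 of the 13.

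Of the 70 AP-1 target genes that the study lists as changed in KO senescent cells only, again chosen from these libraries, 70 were called in KO and not in WT cells. In WT cells 59 were changed in the same direction, 32 of them with a QL adjusted p under 0.05. The interaction was significant in the direction named for 49 over all genes, for 56 adjusted over the list alone, which is not independent evidence, and 32 passed the fold change threshold. AP-1 is a family of dimeric transcription factors built from JUN and FOS proteins. Of 13 subunit and related genes 12 were tested, with 7 (7 adjusted over the list alone) significant in WT, 9 (9) in KO and 5 (6) in the interaction. The 5 were Fosl1, Jun, Atf3, Maff and Mafk, all higher in KO cells, and Fosl1 (1.11) alone passed the fold change threshold. All but Jun lie outside the naming rule and were chosen after their values were seen. Jun (ENSMUSG00000052684, chromosome 4, 95049034 to 95052222) went from 112 ± 1.46 to 128 ± 3.06 CPM in WT cells (0.20, SE 0.06, QL adjusted p 0.00938) and from 115 ± 12.8 to 191 ± 8.66 CPM in KO cells (0.73, SE 0.06, QL adjusted p 2.41e-09), an interaction of 0.53 (SE 0.09, QL adjusted p 0.000319). The WT change of Jun was 0.14 (QL adjusted p 0.0533) with transcript GC and exon length offsets.

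The genes of BCL-2 family proteins were examined because the study treated cells with ABT-263, a drug that binds BCL-2, BCL-xL and BCL-w. Bcl2 (ENSMUSG00000057329, chromosome 1, 106538178 to 106714274) rose by 1.31 in WT (SE 0.12, QL adjusted p 1.13e-08) and by 1.27 in KO cells (SE 0.12, QL adjusted p 1.08e-08). Bcl2l1 (ENSMUSG00000007659, chromosome 2, 152780668 to 152831728) rose by 0.80 (QL adjusted p 4.61e-11) and 0.91 (5.41e-12). Neither response differed significantly between genotypes, with QL adjusted p-values of 0.9 and 0.338. Bcl2l2 (ENSMUSG00000089682, chromosome 14, 54883377 to 54888234) had an interaction of 0.29 (SE 0.08, QL adjusted p 0.0159), which was lost without WT senescent replicate 2 (0.052) or WT senescent replicate 3 (0.0531). Of 8 pro-survival genes 6 were tested, and 3 (3 adjusted over the list alone) were significant in WT, 5 (5) in KO and 2 (3) in the interaction. The latter were Bcl2l2, with a higher fold change in KO cells, and Bcl2a1b, with a lower one that alone passed the fold change threshold. Bcl2a1b was named after its values were seen, its copies are near identical and its count is uncertain. Of the 5 significant in KO cells, 3 were higher and 2 lower in senescent cells. Of 11 pro-apoptotic genes 9 were tested, and 6 (6) were significant in WT, 8 (8) in KO and 3 (4) in the interaction, namely Bak1, Bmf and Bcl2l11, also named after their values were seen. Of these 3 genes, 1 had a higher and 2 a lower fold change in KO cells.

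KO and WT cells were then compared within each condition, to ask what the loss of BMAL1 changed before and after senescence. In control cells 442 DEGs were called, 237 higher and 205 lower in KO cells. The count of lower genes depended on single libraries and was 87 without WT control replicate 1 and 542 without WT control replicate 3. In senescent cells 606 DEGs were called, 224 higher and 382 lower. Each genotype came in its own table with no batch given, so a batch and the genotype cannot be told apart in these counts.

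Of 18 clock genes, 11 differed between KO and WT control cells (12 adjusted over the list alone) and 12 in senescent cells (12), and 7 and 6 were called. Per2 (ENSMUSG00000055866, chromosome 1, 91415982 to 91459324) was at 1.54 ± 0.356 CPM in WT control and 12.8 ± 0.511 CPM in KO control cells, a log2 fold change of 3.04 (SE 0.16, QL adjusted p 2.43e-11). Cry1 (ENSMUSG00000020038, chromosome 10, 85131700 to 85185064) was higher by 2.26 in KO control (SE 0.09, QL adjusted p 2.36e-13) and by 2.52 in KO senescent cells (SE 0.08, QL adjusted p 4.75e-14). Nr1d1 (ENSMUSG00000020889, chromosome 11, 98767932 to 98775333) was at 18.1 ± 2.78, 33.1 ± 0.569, 4.13 ± 0.447 and 12.1 ± 0.367 CPM in WT control, WT senescent, KO control and KO senescent cells, a log2 fold change of KO against WT of −2.12 (SE 0.11, QL adjusted p 4.16e-11) in control and −1.45 (SE 0.10, QL adjusted p 1.71e-09) in senescent cells. Nr1d2 (ENSMUSG00000021775, chromosome 14, 18204054 to 18239127) was at 23.8 ± 0.524, 34.7 ± 3.39, 6.05 ± 0.333 and 5.96 ± 0.709 CPM, and its log2 fold changes were −1.98 (SE 0.10, QL adjusted p 2.07e-11) and −2.54 (SE 0.10, QL adjusted p 4.29e-13). With senescence 13 clock genes changed in WT (13 adjusted over the list alone) and 11 in KO cells (11). The interaction was significant for 7 (8). Per2 rose by 1.43 in WT (SE 0.17, QL adjusted p 3.12e-07) and by 0.35 in KO cells (SE 0.12, QL adjusted p 0.0189), and the KO change was lost without KO control replicate 3 (0.0739), KO senescent replicate 1 (0.0662) or KO senescent replicate 2 (0.0576). The interaction of Per2, −1.08, was −0.92 without WT control replicate 3 and also under 1 in size without WT senescent replicate 2. The interaction of Cry1 (0.26, QL adjusted p 0.137) became significant without WT control replicate 2 (0.0244). All libraries were collected at 1 time, 12 h after synchronisation. The study reported longer periods and larger amplitudes of Bmal1 and Per2 expression in senescent WT cells. It also reported that core clock genes lacked rhythm in KO cells. For clock genes, Arntl included, a shift in phase or amplitude and a change in mean level therefore cannot be told apart here.

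The largest increases in KO control cells by rule were those of Rps13-ps1, Per2 and Lpl, and the largest decreases those of Ces2e, Nr1d1 and Nr1d2. Rps13-ps1 (ENSMUSG00000066362, a processed pseudogene on chromosome 8, 87047689 to 87048226) was at 0.201 ± 0.144 CPM in WT control and 21.3 ± 4.84 CPM in KO control cells (6.74, SE 0.28, QL adjusted p 7.92e-12) and differed by 6.01 (SE 0.25, QL adjusted p 2.04e-11) in senescent cells. It is a copy of the ribosomal protein gene Rps13, and its count is uncertain. Lpl (ENSMUSG00000015568, chromosome 8, 68880491 to 68907448) was at 1.00 ± 0.0502 and 8.21 ± 0.849 CPM (3.03, SE 0.24, QL adjusted p 2.86e-08), and Ces2e was lower by rule at −2.27 (SE 0.36, QL adjusted p 0.00014). In senescent cells Spon2 (ENSMUSG00000037379, chromosome 5, 33198184 to 33218455) was higher in KO by 2.37 (SE 0.18, QL adjusted p 8.5e-09). Cnmd, Col9a1 (ENSMUSG00000026147, chromosome 1, 24177610 to 24252684) and Cldn19 were lower, at −3.28 (SE 0.27, QL adjusted p 3.87e-05), −2.79 (SE 0.33, QL adjusted p 0.000388) and −2.66 (SE 0.36, QL adjusted p 0.00012). Cnmd was at 56.0 ± 3.44 CPM in WT senescent and 5.79 ± 0.901 CPM in KO senescent cells.

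Over the panel of 25 genes, 20 were significant with senescence in WT (21 adjusted over the list alone), 25 in KO (25) and 16 in the interaction (17), and 7, 20 and 7 were called. Between KO and WT, 8 (9) were significant in control and 16 (18) in senescent cells. Exons of Arntl, Cdkn1a, Nr1d1, Jun, Bcl2, Bcl2l2, Tnfrsf26, Pou3f1, Adamts9 and E2f7 overlap those of another annotated gene, and the use of strand was not stated, so their counts are uncertain to that extent.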

Values the study reported

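The study reported 3,658 DEGs with a fold change above 2.0 between senescent and non-senescent states in WT and KO cells together, with a P criterion that differs from the adjusted P given in its methods, so the threshold behind this number is unclear. In a separate RNA-seq of other control and senescent cells, the study reported 3,431 DEGs at the same fold change.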

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

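The tests of KO-only genes without a significant interaction, of the correlation of other genes with the chondrocyte list and of GC content and length, and the 3 tests of Arntl counts, were chosen only after the results were seen.

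A difference between genotypes in the senescence response marked every result in this part, through the interaction term of the model. Of the 44 genes named by the rule and reported here, 26 had an interaction with a QL adjusted p under 0.05, 10 with a higher and 16 with a lower log2 fold change in KO cells. The values, KO less WT on the log2 scale, were 0.82 for Arntl, 1.36 for Cdkn2a, −0.29 for Cdkn1a, 0.67 for Nr1d1, −1.08 for Per2, 0.53 for Jun and 0.29 for Bcl2l2. Among the genes the study names they were 0.33 for Tlr4, 0.68 for Csf1, 2.5 for Pou4f1, −1.38 for Sox9, −0.70 for Smoc1, −1.68 for Smoc2, −0.68 for Mmp23, −1.40 for Adamts9 and −2.94 for Adamts15. Among the genes added by the rule for their large changes they were 2.94 for Ces2e, 2.52 for Adcyap1r1, −2.36 for Matn3, −2.46 for Cnmd, −3.28 for Cldn19, −2.62 for Lrrc17, −2.56 for Megf6, −1.49 for Lpl, −0.57 for Nr1d2 and −2.14 for Col9a1. The fitted changes of Cdkn2a, Pou4f1, Smoc2, Adamts9, Adamts15 and Nr1d2 had opposite signs in the genotypes. The last result was the cell cycle list, with a median of −0.54. Genes picked for a large interaction have, on average, overestimated values.

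Regrouping the libraries tested how many genes an arbitrary grouping gives. For the interaction, 1 of 100 groupings drawn from the 200 possible, the real one, gave 637 genes or more. The 82 drawn groupings that moved libraries of both conditions gave 0, with 209 to 1577 genes at an unadjusted p under 0.05 against 5634 in the real grouping. Groupings that kept 1 condition in place kept part of the real contrast, and 6 that moved control libraries only gave 280 to 636 genes and 11 that moved senescent libraries only gave 23 to 101. Moving libraries put the difference between genotypes, significant for 2269 genes in control and 4130 in senescent cells, into the spread within groups. A larger spread lowers the number of calls whether or not an interaction exists. These groupings therefore cannot decide if an arbitrary grouping was the cause. Exchanging the genotypes in 1 condition, which was not among the groupings drawn, gave 1041 genes, because that contrast tests the sum of the genotype effects and not their difference. For each of the 4 comparisons of a pair of groups, 1 of the 10 possible splits of 6 libraries, again the real one, gave as many genes. With 10 splits the share cannot be under 0.1, so this count decides nothing. The other splits gave at most 0 called genes in the WT and KO senescence comparisons and between senescent cells, and at most 1 between control cells. At an unadjusted p under 0.05 they gave 187 to 594, 193 to 930, 255 to 788 and 410 to 2625 genes, against 10489, 10635, 6057 and 4613 in the real groupings.

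Technical causes of the interaction were tested next. Down-sampling every library to the smallest total, 23923030 counts, left 622 interaction genes, 575 of them among the 637, which argues against depth. Offsets for transcript GC content and exon length left 636, which argues against a bias of either as the whole cause. The 10 most counted genes took 8.13% to 10.4% of each library, so no few genes governed the totals. A batch common to a genotype cancels in the interaction, but a batch that affected 1 group only cannot be told apart from a biological difference, since the descriptions give no batch. Differences between the donor animals of the genotypes were not tested and stay open.

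A threshold can by itself place a gene in 1 genotype only. Of the 1230 KO-only genes, 468 had a significant interaction. In 5 simulations without any difference between genotypes 629 to 691 genes were KO-only and 0 of them had one, which argues against the threshold as the whole cause. The other 762 did not have a significant interaction, more than the KO-only genes of any simulation. Of these, 89.8% changed in the same direction in WT cells, below the 94.0% to 95.8% of the KO-only genes simulated, and choosing genes without an interaction itself favours a high share. The threshold is a candidate explanation for many of the 762, and a difference too small for 3 libraries per group to resolve stays open for the others.

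Other cell types were tested with marker lists, because cultures grown from ear tissue may hold chondrocytes. The chondrocyte list (11 of 12 genes tested) had a median interaction of −1.57, with all 11 genes lower and 10 significant over all genes (11 adjusted over the list alone). With senescence all 11 were significant in WT (11 adjusted over the list alone) and 10 in KO cells (10), with medians of −1.93 and −3.82. In WT cells 10 of them fell, and Comp, named after its values were seen, rose by 0.59, against a plain loss of such cells there. In control cells 3 (3) differed between genotypes and in senescent cells 11 (11). The 429 genes with a lower KO response outside the list had a median correlation of 0.507 with the mean of the chondrocyte list within groups. Random lists of as many genes had a median of 0.0393 with a 95% range of −0.0211 to 0.105, and 0 of 10000 reached that value. Genes with a higher KO response had a median of −0.158. With the list mean as a covariate 18 higher and 74 lower genes were called, and 12 of the 74 were also called lower without it. That covariate follows the groups closely, so the drop is not a measure of the share explained. These values are consistent with a smaller share of chondrocyte-like cells in KO senescent cultures, and this could account for part of the genes lower in KO, among them Sox9, Matn3, Cnmd and Col9a1. The interactions of the markers were unequal, −0.91 for Col2a1, −1.57 for Acan and −2.46 for Cnmd. Loss of 1 cell type predicts equal values unless other cells express some of these genes, so a change within cells stays open. By chromatin immunoprecipitation the study reported less BMAL1 binding at Col2a1 and Col9a1 in senescent than in control cells. That experiment had no KO cells and used whole cultures, so it does not decide between a loss of cells and a change within them.

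The reads of Arntl in KO cells were weighed separately. WT cells in the KO cultures would carry over Nr1d2 in proportion, and the KO over WT ratio of Nr1d2 in senescent libraries was 0.172, which caps the WT share below the Arntl ratio of 0.736. In control libraries the ratios were 0.254 for Nr1d2 and 0.418 for Arntl. A mislabelled library was excluded by a gap of 16.8 CPM in Nr1d2 between the lowest WT library (23.4 CPM) and the highest KO library (6.55 CPM). Transcripts of the targeted allele counted over its remaining exons could give the ratio of 0.736. The same explanation must also give the lower ratio of 0.418 in control libraries, which was not tested. Counts per gene do not separate exons, so for Arntl such transcripts and full-length ones cannot be told apart here. The study reported the loss of the Bmal1 transcript in its KO cells. Reads over remaining exons would allow both results if the study's assay covered removed exons, which the study does not state.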

How the results depend on the processing

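Counts of calls stayed within 1.5 times their value under DESeq2, its size factors, the filter of at least 10 counts and the GC and length offsets. So did the WT, KO, shared, KO-only and WT-only senescence counts with each genotype fitted alone, a setting that gives no interaction and no comparison of KO with WT. DESeq2 shared 2933 of 3039 calls in WT, 3197 of 3278 in KO, 564 of 637 in the interaction, 412 of 442 between control and 507 of 606 between senescent cells. It gave no adjusted p for the interaction of Pou3f1 and Pou4f1. The size factors moved the median log2 fold change by at most 0.03. Without a filter 320 genes were lower in KO control cells, the only count that setting moved by over 1.5 times, and the cause was not tested. The other counts rose by less, the KO-only genes to 1715 and the WT-only genes to 1317.

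Stricter and looser thresholds moved the counts by construction. At an adjusted p under 0.00001 there were 792 genes higher and 697 lower in WT senescence and 778 higher and 841 lower in KO senescence. Shared genes were 490 higher and 566 lower, so more were lower than higher, unlike the 1332 and 716 at the main thresholds. There were 563 KO-only, 433 WT-only, 5 and 19 in the interaction, 74 and 17 between control and 57 and 68 between senescent cells. Without a fold change threshold there were 5093 and 4702 in WT, 4964 and 4983 in KO, 3533 and 3471 shared, 2943 KO-only, 2791 WT-only, 1609 and 2030 in the interaction, 1405 and 864 between control and 2080 and 2050 between senescent cells. With glmTreat these were 968 and 563, 1035 and 730, 621 and 464, 680, 446, 5 and 15, 55 and 8, and 36 and 52.

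With the camera correlation estimated, the list medians stayed at −2.79, −3.37 and −0.54 for cell cycle WT, KO and interaction and at 0.41 and 0.70 for SASP WT and KO, and none was significant. The SASP interaction (−0.0011, not significant) changed sign under DESeq2 (0.0284), size factors (0.0285), the filter of at least 10 counts (0.00249) and the replicate block (0.000179). It ranged from −0.139 to 0.0169 across the 12 fits that each left out 1 library.

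Across those fits the interaction gave 134 to 346 higher and 337 to 587 lower genes, WT senescence 1908 to 2125 and 969 to 1195, KO senescence 1908 to 2093 and 1240 to 1379, shared genes 1268 to 1337 and 696 to 726, KO-only 1106 to 1440 and WT-only 898 to 1183. KO against WT gave 196 to 253 and 87 to 542 in control and 193 to 252 and 302 to 445 in senescent cells. Cell cycle medians were −2.91 to −2.74, −3.43 to −3.30 and −0.62 to −0.44, and SASP medians 0.40 to 0.46 and 0.61 to 0.72. The sign changed for the Bcl2 interaction (−0.145 to 0.0952, with 0.00147 and 0.0116 in other fits), Cry1 in WT (−0.0839 to 0.110, with −0.0294 in another fit and −0.00164 with GC and length offsets), Cdkn2a in WT (−0.292 to 0.0631) and the Lmnb1 interaction (−0.217 to 0.00282), none significant. Of 1308 such values of named genes 1249 kept their sign and their side of the adjusted p threshold whatever the fold change, 44 were weaker, 8 stronger and 7 reversed, and under 5 other settings 530 of 540, 6, 3 and 1.

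The replicate block gave 176 higher and 403 lower interaction genes. Under it the interaction of Tnfrsf26 (adjusted p 0.0285) and the WT change of Adamts9 (0.0366) became significant, and the WT change of Pou3f1 (0.0645) lost significance. Deviations of libraries with 1 number correlated at 0.0253, 0.161 and 0.184 in WT and −0.190, 0.346 and −0.329 in KO over 10825 genes. These values gave no clear sign that replicate numbers were pairs. With 1 pair of libraries per number they cannot exclude it, so a shared donor or culture stays open.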

Other observations

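The tests of ribosomal protein genes and of mitochondrial genes were chosen only after the results were seen.

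At an adjusted p under 0.00001 and the same fold change threshold, 2052 genes were called in either genotype, and 2290 at an unadjusted p under 0.00001. Each of these counts was over 1.5 times lower than the number of DEGs quoted from the study for both genotypes together. At the thresholds used throughout, 4267 genes were called in either genotype, a count within 1.5 times of the quoted one. The P criterion given with the quoted number differs from the one in the study's methods, so which count compares with it is open.

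Donor-strain sequence around a targeted gene can differ from that of WT mice. Between control cells 5 of 169 genes within 10 Mb of Arntl were called (2.96%) against 432 of 17205 elsewhere (2.51%), with an exact Fisher p of 0.619, which argues against such a segment as the cause of the difference at large. Ribosomal protein genes were an exception. Of 3 within 10 Mb of Arntl 2 were significant, Rps13 (log2 fold change −0.48) and Rps15a (−0.81), against 1 of 74 elsewhere, an exact Fisher p of 0.00305. Of 6 tested copies of Rps13 and Rps15a elsewhere in the genome 5 were called, against 0 of 48 copies of other ribosomal protein genes, and Rps13-ps1, which prompted the test, is 1 of the 5. In control cells Rps13-ps1 (6.74), Rps15a-ps5 (3.05), Rps15a-ps6 (4.42) and Rps15a-ps7 (4.02) were higher in KO, and Rps13-ps2 was lower (−3.37). The values of the 4 higher copies are consistent with donor-strain alleles of Rps13 and Rps15a whose reads map to the copies, and Rps13-ps1 may therefore not be a changed transcript. The lower count of Rps13-ps2 does not follow from such reads and stays unexplained.

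Of 24 mitochondrial genes 3 were called between control cells, mt-Co3, mt-Tg and mt-Nd3, all higher in KO. The log2 fold change was 2.84 for mt-Nd3 and 1.26 for mt-Co3. A strain variant that lets reads shared with a nuclear copy be counted is a candidate explanation for these 3 genes, but it and a change in expression cannot be told apart without the reads.

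The methods describe female donors. The Y-linked genes were counted in all 12 libraries, Ddx3y at 114 to 140, Kdm5d at 29.6 to 46.1, Uty at 24.5 to 35.8 and Eif2s3y at 52.0 to 63.2 CPM. Xist had means of 16.4, 9.50, 6.87 and 5.03 CPM in WT control, WT senescent, KO control and KO senescent cells. Some of these means depended on single libraries. On the log2 CPM scale Xist was at 4.43, 4.47 and 2.56 in WT control replicates 1 to 3 and at 3.21, 1.43 and 1.77 in KO senescent replicates. The spread was smaller in WT senescent (2.94 to 3.67) and KO control libraries (2.61 to 2.97). The median log2 fold change of the Y-linked genes between KO and WT control cells was 0.0398, with 0 genes significant over all genes, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05, which argues against a difference in sex as the cause of the genotype differences. With senescence 2 (2 adjusted over the list alone) were significant in WT and 3 (3) in KO cells, 3 (3) in the interaction and 2 (3) between senescent cells. Xist was significant in 0 of 5 comparisons, and in 0 at an unadjusted p under 0.05.

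The interferon-response list had median log2 fold changes of 3.54 in WT and 2.71 in KO cells, with 12 (12 adjusted over the list alone) and 10 (10) of 12 genes significant. Its interaction had a median of −0.78, with 1 gene significant over all genes (Rsad2, named after its values were seen), 0 adjusted over the list alone and 3 at an unadjusted p under 0.05. The list mean on the log2 CPM scale was 2.93, 3.98 and 3.05 in WT senescent replicates 1 to 3 and 1.88, 2.19 and 3.40 in KO senescent replicates.

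For the other marker lists, genes significant in the interaction over all genes, and adjusted over the list alone in parentheses, were 2 (3) of 8 keratinocyte, 3 (3) of 7 skeletal muscle, 1 (1) of 6 endothelial, 2 (3) of 6 adipocyte and 3 (3) of 6 myofibroblast genes. None passed among 6 macrophage genes, 0 (0) with 1 at an unadjusted p under 0.05, or among 4 melanocyte genes, 0 (0) with 0 at an unadjusted p under 0.05. Those that passed were Trp63 and Sfn, Acta1, Myh4 and Myh1, Tek, Pparg and Lpl, and Acta2, Tagln and Cnn1, all but Lpl named after their values were seen. The median interactions were 0.58, 1.08, −0.12, −0.17 and −0.01 for the lists in the order given first, and −0.59 and 1.16 for the macrophage and melanocyte lists.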
